# Microarray profiling for differential gene expression in PMSG-hCG stimulated preovulatory ovarian follicles of Chinese Taihu and Large White sows

**DOI:** 10.1186/1471-2164-12-111

**Published:** 2011-02-16

**Authors:** Xiaojie Sun, Shuqi Mei, Hu Tao, Guodong Wang, Lina Su, Siwen Jiang, Changyan Deng, Yuanzhu Xiong, Fenge Li

## Abstract

**Background:**

The Chinese Taihu is one of the most prolific pig breeds in the world, which farrows at least five more piglets per litter than Western pig breeds partly due to a greater ovulation rate. Variation of ovulation rate maybe associated with the differences in the transcriptome of Chinese Taihu and Large White ovaries. In order to understand the molecular basis of the greater ovulation rate of Chinese Taihu sows, expression profiling experiments were conducted to identify differentially expressed genes in ovarian follicles at the preovulatory stage of a PMSG-hCG stimulated estrous cycle from 3 Chinese Taihu and 3 Large White cycling sows by using the Affymetrix Porcine Genechip™.

**Results:**

One hundred and thirty-three differentially expressed genes were identified between Chinese Taihu and Large White sows by using Affymetrix porcine GeneChip (*p *≤ 0.05, Fold change ≥ 2 or ≤ 0.5). Gene Ontology (GO) analysis revealed that these genes belonged to the class of genes that participated in regulation of cellular process, regulation of biological process, biological regulation, developmental process, cell communication and signal transduction and so on. Significant differential expression of 6 genes including *WNT10B *and *DKK2 *in the WNT signaling pathway was detected. Real-time RT-PCR confirmed the expression pattern in seven of eight selected genes. A search of chromosomal location revealed that 92 differentially expressed transcripts located to the intervals of quantitative trait loci (QTLs) for reproduction traits. Furthermore, SNPs of two differentially expressed genes- *BAX *and *BMPR1B *were showed to be associated with litter size traits in Large White pigs and Chinese DIV line pigs (*p *≤ 0.1 or *p *≤ 0.05).

**Conclusions:**

Our study detected many genes that showed differential expression between ovary follicles of two divergent breeds of pigs. Genes involved with regulation of cellular process, regulation of biological process, in addition to several genes not previously associated with ovarian physiology or with unknown function, were differentially expressed between two breeds. The suggestive or significant associations of *BAX *and *BMPR1B *gene with litter size indicated these genetic markers had the potentials to be used in pig industry after further validation of their genetic effects. Taken together, this study reveals many potential avenues of investigation for seeking new insights into ovarian physiology and the genetic control of reproduction.

## Background

Reproductive traits are of primary interest in livestock because they play a major role in efficiency of production. Selection for increased number of offspring has been employed in pigs with only limited success because of its low heritability and sex-limited nature [1]. Genetic characterization of litter size and its components (e.g. ovulation rate and embryo survival) will increase our understanding of the underlying physiology and could enhance genetic improvement through use of marker-assisted selection (MAS) [2]. In the past several decades, the reproductive strategy of the Chinese Taihu pigs, a breed which farrows three to five more piglets per litter than American or European pig breeds, has come under intense scrutiny [3,4]. The greater litter size at farrowing in multiparous Chinese Taihu sows is due, in part, to a greater ovulation rate, a greater embryonic survival, a lower fertilization failure rate, and a greater uterine capacity [5-7].

In order to isolate the factors controlling the component traits of litter size, the differentially expressed (DE) genes were characterized during conceptus transformation, in Meishan-Landrace conceptuses and endometrial tissue when compared with conventional Landrace sows, in the porcine endometrium between pregnant and non-pregnant sows, and in the Erhualian and Large White placenta [8-11]. Furthermore, DE genes were identified in porcine ovarian follicles of multiparous sows on 12 d to 14 d of the estrous cycle between a line of pigs selected for an index of ovulation rate and embryo survival and its randomly selected control line [2,12]. However, the DE genes in Chinese Taihu and Large White preovulatory follicles remain unexplored.

To develop a broader view of the gene expression in preovulatory ovary and to identify the key genes involved in ovulation, we used Affymetrix microarrays to screen the genes differentially expressed in preovulatory follicles from Chinese Taihu and Large White sows simulated by hCG at 80 h after PMSG administration. Bioinformatics analysis has revealed these DE genes were involved in important biological processes such as reproduction and the DE genes were then *in silico *mapped to quantitative trait loci (QTL) regions related to reproduction traits. Real-time RT-PCR was used to confirm the expression profiles of various genes. And association analyses of two DE genes (*BAX *and *BMPR1B *gene) with litter size were carried out to screen the molecular markers for litter size. This research identified candidate genes, molecular markers and pathways associated with ovulation rate, and gained a further insight into the genetic basis of the prolificacy of Chinese Taihu pigs.

## Results

### Transcriptome analysis

Expression profiling experiments of Large White and Chinese Taihu ovary follicles were conducted by a commercial Affymetrix Porcine Genechip including 24,123 probe sets, which represent 23,999 transcripts and 124 controls. 

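Each array held the RNA of 1 sow. Follicles over 5 mm came from 3 Large White and 3 Chinese Taihu sows with at least 2 parities, and 5 µg of total RNA per sow was labelled. The deposited labels call the Chinese sows Chinese Erhualian, a strain of the Taihu group; the paper's name is kept here. PMSG (1000 IU) acts like FSH and makes follicles grow, and hCG (500 IU, given 80 h later) acts on the LH receptor and starts ovulation. By the labels, the sows were killed 30 to 38 h after hCG, and each breed was kept on its own farm, so breed and farm coincide. The deposited value of a probe set is the authors' normalized signal intensity, on a linear scale and brought to the same level on every array. A difference in the total amount of RNA per follicle therefore cannot be seen in it. Of the 24123 probe sets, 188 controls were set aside (124 named AFFX and 64 named RPTR). A signal above 50 on at least 3 arrays was found for 19196 of the other 23935, and these were compared on the log2 scale with limma. Adjusted p-values follow Benjamini and Hochberg, and a log2 difference is Chinese Taihu minus Large White throughout. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. The filter, the tests, 24 gene lists and the rule for naming genes were fixed before the data were examined. The number of arrays limits the precision of every difference.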

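Transcripts of GAPDH, a glycolytic enzyme used on the array to judge RNA integrity, had a 3 prime to middle signal ratio of 1.01 ± 0.0109 (SD, n = 3) in Large White sows and 1.07 ± 0.0256 in Chinese Taihu sows (exact permutation p = 0.1, 2-sided, the smallest possible). The 3 prime to 5 prime ratio of GAPDH was 1.40 ± 0.20 and 1.65 ± 0.25 (exact p = 0.3), that of actin 1.78 ± 0.32 and 2.24 ± 0.37 (exact p = 0.3), and that of the elongation factor EF1A 1.02 ± 0.0492 and 1.02 ± 0.0513 (exact p = 1). The 9 hybridization spike-in probe sets, added at a fixed amount, were averaged on the log2 scale for each array. Their average was 1.27 to 1.41 times the Large White mean on the 3 Chinese Taihu arrays. On the 3 Large White arrays it was 0.964 to 1.07 times (exact p = 0.1). The 12 poly-A spike-in probe sets had a log2 difference of -0.01 (exact p = 1).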

The transcriptome of ovarian follicles from Chinese Taihu sows was determined, and 23,921 probe sets were identified to have expression in the ovary follicles. Expression was detected for 16,066 transcripts (67.16% of all probe sets) in Large White ovarian follicles. 

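In Large White sows, TIMP1, an inhibitor of the proteases that open the follicle wall, had a normalized signal of 17298 to 20967 on the 3 arrays. ACTA2, the smooth muscle actin of the theca externa, lay at 8386 to 10610. A signal above 50 on at least 2 of the 3 Large White arrays was found for 18922 of the 23935 probe sets (79.1%). For 412 of them this level was not reached in Chinese Taihu sows. In 33 probe sets all 3 Large White arrays and no Chinese Taihu array exceeded 50. The counts describe the signal and are not a test of the breeds, and the present and absent calls of the array software were not analysed here. With a level of 100 the Large White count was 15176.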

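The granulosa cell transcript INHA, the alpha subunit of inhibin, had normalized signals of 446, 9602 and 8246 in the 3 Chinese Taihu sows. CR1, a receptor for complement, lay at 167 to 435, and CASP8AP2, a caspase 8 binding protein, at 74.9 to 99.3. In these sows 18943 of the 23935 probe sets (79.1%) had a signal above 50 on at least 2 of 3 arrays, and 18510 passed this level in both breeds. A further 433 passed it in Chinese Taihu sows alone. In 16 probe sets all 3 Chinese Taihu arrays and no Large White array exceeded 50. With a level of 100 the Chinese Taihu count was 15214, and no test of the breeds was made on these counts.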

A total of 15,477 transcripts (64.70% of all probe sets) were expressed in Chinese Taihu ovarian follicles (see additional file 1).

### Differentially expressed (DE) gene analysis

The global expression profile of Chinese Taihu porcine ovaries challenged with PMSG-hCG was compared with that of the Large White sows. 

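Single sows stood out in transcripts of epithelium, steroid and cholesterol synthesis, leukocytes and MHC class II. On the array of Chinese Taihu sow 1, all 10 markers of surface epithelium and mesothelium had their highest signal of the 6 arrays. The list median there lay 3.66 above each gene's own median over the arrays on the log2 scale. EPCAM, an adhesion protein of epithelial cells, had a signal of 7761 in this sow and 140 to 1653 in the other 5. OVGP1, the glycoprotein secreted by the oviduct, had 11904 and 116 to 2382. The highest of those 5 values came from Large White sow 3. OVGP1 was chosen after its values were seen. Of 19 motile cilium genes, 14 were highest in Chinese Taihu sow 1 (list median 2.38); the values of these 19 were looked at only after the list was put together. OVGP1, WFDC2, ROPN1L, RIBC2, SPA17, UBXN10 and CFAP126, the last 5 known from cilia or flagella, had by then been seen to be high in this sow and were left out of the list (ROPN1L at 7357 against 74.8 to 709). In the same sow, STAR, which moves cholesterol into the mitochondrion, had a signal of 27.0 against 982 to 12624 in the others. CYP11A1, which makes pregnenolone, had 63.9 against 1004 to 13520. The theca list median was -1.27 there, that of granulosa cells -0.58 and that of ovulation genes -0.55.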

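The cholesterol synthesis genes were high in 1 sow of each breed. Their list median was 1.83 in Large White sow 1 and 1.72 in Chinese Taihu sow 2, and -0.27 to -0.05 in the other 4 sows. SQLE, which makes the sterol precursor squalene epoxide, had signals of 2157 and 2680 in these sows against 287 to 441. SCARB1, the receptor that takes up HDL cholesterol, had 10204 and 10077 against 299 to 1378. Leukocyte markers had a list median of 1.23 in Large White sow 2, with 22 of 33 genes at their highest, and the MHC class II genes 1.58. TYROBP, a signalling adaptor of myeloid cells, reached 5138 in this sow and 534 to 1011 in the others. The Pearson correlation of the log2 signals over the 19196 probe sets, which are not independent of each other, was 0.834 to 0.887 for Chinese Taihu sow 1 with the other arrays. It was 0.967 for Large White sow 3 with Chinese Taihu sow 3, and 0.957 for Large White sow 1 with Chinese Taihu sow 2. The principal component of largest variance carried 46.1% of it.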

Probe sets whose intensities were normalized and filtered, then were subjected to identifying significantly differentially expressed genes using T-test analysis by comparing the log2 (normalized signal) of two breeds, and 1,476 transcripts were identified to be differentially expressed at the *p *≤ 0.05 level (see additional file 2). 

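In Chinese Taihu sows 4 probe sets fell at an adjusted p below 0.05 (limma, 2-sided, n = 3 per breed) and 0 rose. At an unadjusted p of at most 0.05, 300 were higher and 441 lower. These 741 are fewer than the 959.8 expected at this p with no difference between the breeds. The arrays of the breeds did not overlap in 9.10% of the tested probe sets, against 10% expected by chance. A lack of overlap in a single gene is therefore weak evidence. ASF1B, a chaperone that delivers histones to newly replicated DNA, had a normalized signal of 244 ± 55.9 (SD) in Large White sows and 0.658 to 1.97 in Chinese Taihu sows. It was at least 4.89-fold lower against a signal of 50 (adjusted p = 0.00215). The other ASF1B probe set was lower by 0.91 on the log2 scale. A probe set that Additional file 3 names TMSB15A, a thymosin that binds actin monomers, fell from 660 ± 203 to 52.6 ± 9.36 (log2 -3.62, SE 0.27, adjusted p = 0.0287). The other 2 have no gene name here. They fell from 482 ± 97.7 to 23.1 or 23.2 in each Chinese Taihu sow (at least 9.65-fold, adjusted p = 0.00215), and from 295 ± 102 to between 16.7 and 22.1 (at least 5.90-fold, adjusted p = 0.0237). These last 3 were chosen after their values were seen. Leaving out any 1 Large White array left 0 calls by limma, with 351 to 898 probe sets at unadjusted p. The balance at unadjusted p turned without Large White sow 3, with 467 higher and 431 lower. Leaving out Chinese Taihu sow 1 kept ASF1B and the unnamed probe set of 9.65-fold. Array weights gave 4 rises and 7 falls at an adjusted p below 0.05, median scaling 1 rise and 4 falls, and the methods' t-test, 2-sided and unpaired, 0 adjusted calls and 846 at unadjusted p.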

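The 1476 transcripts that the paper lists in Additional file 2 were traced in the deposited signals. The listed p-value of all 1476 equals that of the methods' t-test on the log2 signals, 1-sided and with the sows paired by array number, within a relative tolerance of 0.001. With the methods' t-test, 2-sided and unpaired, 555 of them had p at or below 0.05. By limma, 428 of the 1475 that passed the filter had an unadjusted p at or below 0.05 (153 higher and 275 lower in Chinese Taihu sows), and 3 an adjusted p below 0.05. Without Large White sow 2 the 428 became 211 (79 higher and 132 lower). Over all 19196 probe sets, 741 (3.86%) had an unadjusted p at or below 0.05. The list was chosen on these same samples, so the direction of its members is not independent evidence.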

Fold change (FC) is the gene expression level (normalized signal intensity) of Chinese Taihu sows compared to Large White compared to Large White sows. Taking a FC ≥ 2 or ≤ 0.5 and the *p *≤ 0.05 significance level as the criteria, 133 transcripts showed differential expression. A set of 29 transcripts belonged to the up-regulated group and the other set of 104 transcripts belonged to the down-regulated group in Chinese Taihu sows (see additional file 3). 

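CCDC84, a protein bound to the spliceosome, had a normalized signal of 61.6 ± 8.09 (SD, n = 3) in Large White sows and 254 ± 56.1 in Chinese Taihu sows (log2 2.03, SE 0.21, adjusted p = 0.0864 by limma). CR1 had 51.9 ± 19.8 and 287 ± 137 (log2 2.43, SE 0.43, adjusted p = 0.598). MAT2B, the regulatory subunit of the enzyme that makes S-adenosylmethionine, had 56.3 ± 23.7 and 166 ± 23.8 (log2 1.65, SE 0.36, adjusted p = 0.914). Its 2 other probe sets had a median log2 difference of -0.08. B2M, the light chain of MHC class I, had 1777 ± 131 and 4000 ± 1075 (log2 1.13, SE 0.24, adjusted p = 0.873), with a median of 0.03 over the 8 other probe sets that the probe table gives it, 1 of which is HBA2, alpha-globin, in the paper's tables. ALDH7A1, an aldehyde dehydrogenase of lysine breakdown, had 1089 ± 332 in Large White and 173 ± 34.8 in Chinese Taihu sows (log2 -2.63, SE 0.29, adjusted p = 0.117), and its other probe set was lower by 0.06. SRPX2, a secreted sushi-repeat protein that acts on endothelial cells, had 171 ± 13.4 and 44.4 ± 11.5 and was at least 3.42-fold lower against a signal of 50 (adjusted p = 0.120). PICALM, an adaptor of clathrin-coated pits, had 1079 ± 355 and 234 ± 64.0 (log2 -2.19, SE 0.34, adjusted p = 0.479), and its 2 other probe sets were lower by a median of 0.35.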

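At the paper's thresholds, an unadjusted p of at most 0.05 with a ratio of mean signals of at least 2 or at most 0.5, limma gave 62 probe sets with higher and 121 with lower signal in Chinese Taihu sows. The methods' t-test, 2-sided and unpaired, gave 104 (34 higher and 70 lower). Leaving out 1 array at a time, the limma count ran from 126 without Large White sow 2 to 386 without Chinese Taihu sow 2. The balance turned without Large White sow 3, with 139 higher and 124 lower. All of the paper's 133 transcripts had the paper's direction, with a median log2 difference of -1.17. Of these, 105 reached an unadjusted p of at most 0.05 in limma (28 higher and 77 lower) and 3 an adjusted p below 0.05, on the samples from which the list was chosen. The paper takes these transcripts as differentially expressed, places them in pathways and in regions of reproduction QTLs, and proposes that those with a fitting position and function can be evaluated as candidate genes for litter size.

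**Figure D1:**
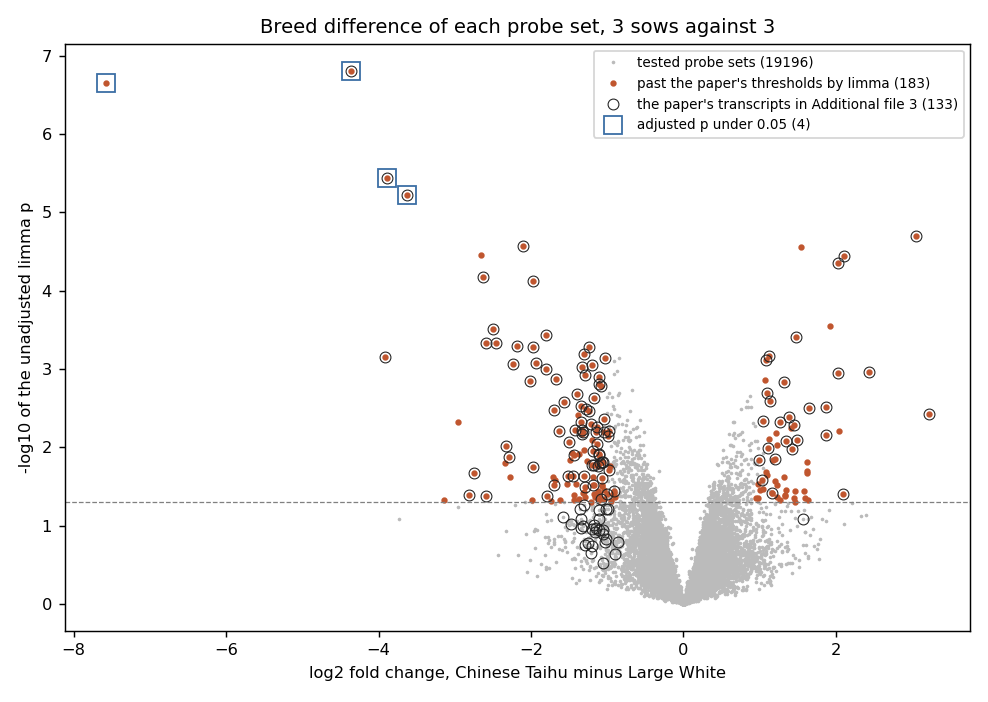
Difference between the breeds in all 19196 tested probe sets. The x axis is the log2 difference, Chinese Taihu minus Large White, and the y axis minus log10 of the unadjusted limma p (3 sows per breed). Marked are the 183 probe sets at the paper's thresholds, the 133 transcripts of Additional file 3, and the 4 with an adjusted p below 0.05, which all lie on the lower side.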

Of the 133 DE transcripts, 12 were annotated pig genes, 83 transcripts could be determined for human homologous putative identities based on BLAST searches, and 38 additional probes did not have any database matches. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses of 95 annotated DE gene lists were carried out by using the Database for Annotation, Visualization and Integrated Discovery (DAVID). GO annotation mapping revealed that the genes assigned GO terms for regulation of cellular process, regulation of biological process, biological regulation, developmental process, cell communication and signal transduction and so on (Figure 1). 

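In the WNT pathway list, CTNNAL1, a relative of alpha-catenin, and CTNNBIP1, which keeps beta-catenin from its transcription factors, were the only 2 of 42 tested genes with a limma p of at most 0.05, 1 higher and 1 lower in Chinese Taihu sows. Each gene was counted by its brightest probe set. A DKK2 probe set outside this count also had a limma p of at most 0.05 (log2 -1.08). The list median was 0.01 on the log2 scale (camera adjusted p = 0.548). In the p53 pathway list, 37 genes had a median of -0.09 (camera adjusted p = 0.548). BAX, which opens the mitochondrial membrane in apoptosis, was the 1 gene that fell when p was adjusted over the list alone. CCNG1, an atypical cyclin, was the 1 with a higher signal at unadjusted p. In the amyotrophic lateral sclerosis list, 26 genes had a median of -0.16 (camera adjusted p = 0.211). BAX, BAD and CCS were lower at unadjusted p, and BAX was lower when p was adjusted over the list alone. Of the 128, 69 and 48 members of these lists, 42, 37 and 27 had a usable probe set on the array.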

DE transcripts were involved in some important pathways including the WNT signaling pathway, p53 signaling pathway and Amyotrophic lateral sclerosis (ALS).

**Figure 1:**
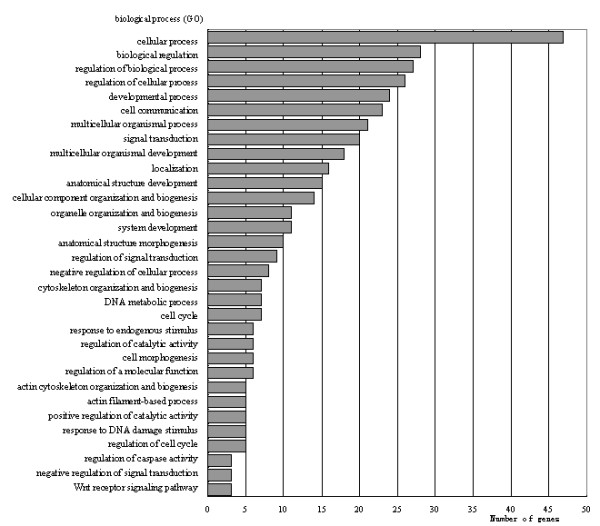
**Categories of 95 annotated transcripts in pigs or in human (FC ≥ 2 or ≤ 0.5, *p *≤ 0.05) based on biological process GO term**. Many categories shared the same transcripts.

### Verification of gene expression pattern from microarray data by real-time RT-PCR

Eight genes (*GALP, ITM2A, CTNNBIP1, WIF1, BMPR1B, CTNNAL1, LOC396850*,*CNN2*) were selected to confirm the expression pattern by real-time RT-PCR. 

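ITM2A, a membrane protein of cartilage and T cell development, had a normalized signal of 819 ± 203 (SD, n = 3) in Large White sows and 354 ± 87.0 in Chinese Taihu sows (log2 -1.21, SE 0.29). Its other probe set had 1065 ± 248 and 622 ± 162 (log2 -0.79, SE 0.29). CTNNBIP1, an inhibitor of beta-catenin, had 671 ± 305 and 286 ± 25.9 (log2 -1.13, SE 0.35). CTNNAL1 had 131 ± 40.5 and 299 ± 114 (log2 1.18, SE 0.35). LOC396850, a glutathione S-transferase with the symbol GSTA1 in the probe table, had 14552 ± 1882 and 8868 ± 7537 (log2 -1.59, SE 1.13). Its signal was 682 in Chinese Taihu sow 1 and 10402 to 16673 in the other 5 sows, and without that sow the log2 difference was -0.19. The match to this probe set is uncertain, since it goes by an accession that shares the probe set with another. A probe set of the same cluster without a symbol, chosen after its values were seen, had a log2 difference of 0.10 (SE 1.41, adjusted p = 1.00), with 714 in Large White sow 1, 931 in Chinese Taihu sow 1 and 10279 to 11463 in the others. Another GSTA1 probe set of this cluster, chosen in the same way, had 9789, 8936 and 3284 in Large White and 608, 4062 and 1012 in Chinese Taihu sows (log2 -2.28, SE 0.77), and -1.70 without Chinese Taihu sow 1. The adjusted p was 0.993 for each of the other probe sets (limma), and apart from the GSTA1 probe sets their arrays did not overlap between the breeds (exact permutation p = 0.1, the smallest possible; 0.3 for LOC396850). No probe set carries the symbol WIF1 in the tables used, and the RT-PCR values were not analysed here.

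**Figure D2:**
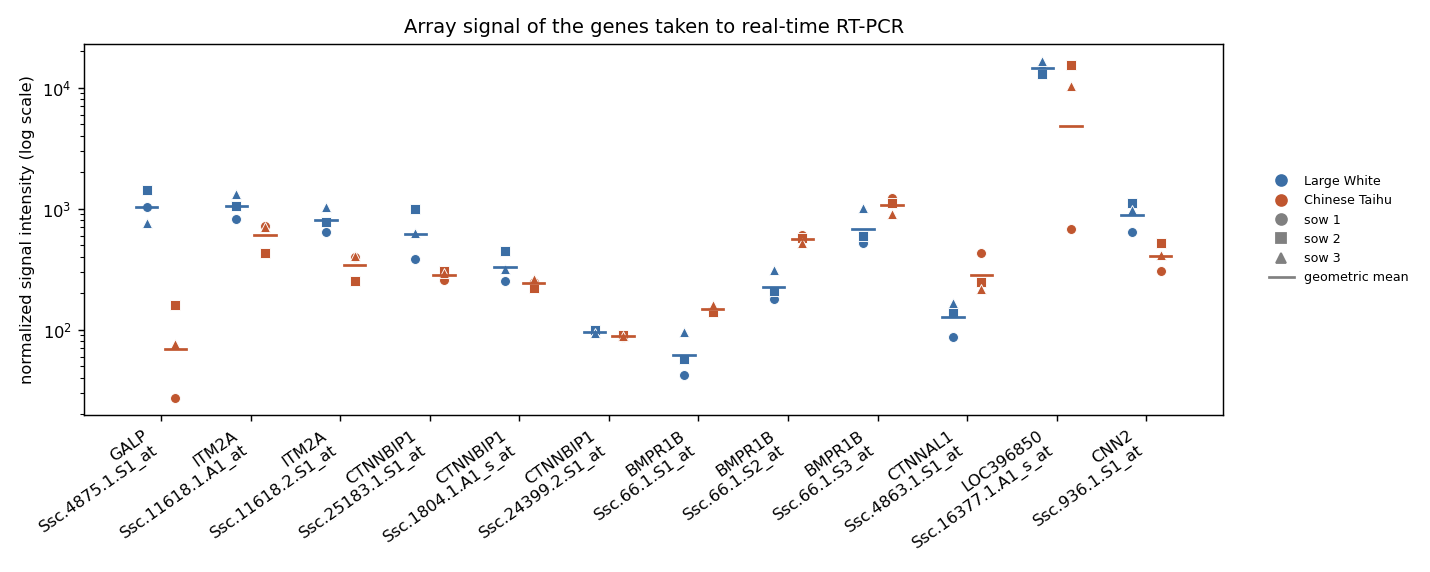
Normalized signal of 12 probe sets of the genes chosen for RT-PCR, on a log axis. Each point is 1 sow, 3 Large White and 3 Chinese Taihu, and each line the geometric mean of a breed. GALP, ITM2A, CTNNBIP1 and CNN2 lie lower and BMPR1B and CTNNAL1 higher in Chinese Taihu sows, while the difference on the LOC396850 probe set shown comes from Chinese Taihu sow 1 (682).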

The results indicated that expression patterns of seven genes were consistent with the microarray (Pearson correlation coefficient ≥ 0.614, Figure 2). A contradiction expression profile was detected in *CNN2 *gene (Pearson correlation coefficient = - 0.766). This variance most likely came from technical differences.

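CNN2, a calponin that binds actin and restrains its sliding on myosin, had a normalized signal of 647, 1119 and 967 in Large White sows and 307, 524 and 416 in Chinese Taihu sows. The means were 911 ± 241 (SD, n = 3) and 416 ± 108, a ratio of 0.456 (log2 -1.13, SE 0.30). The arrays of the breeds did not overlap (exact permutation p = 0.1, the smallest possible), and the adjusted p was 0.993.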

**Figure 2:**
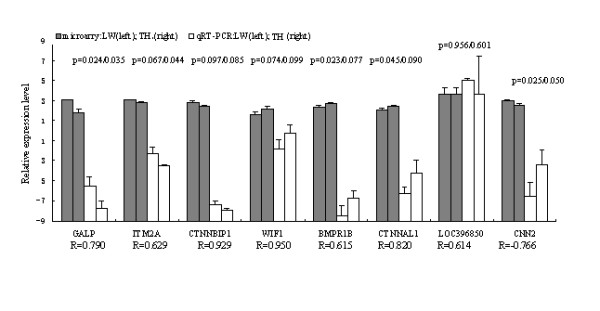
**Validation of the microarray data by quantitative real-time RT-PCR analysis of eight representative genes**. The x-axis represents the genes and the y-axis shows the relative expression (-ΔC_t _values for quantitative real-time RT-PCR; Log(Sample signal, 10) for microarray). The number of biological replicates is three for both assays. R represents the Pearson correlation coefficient. The significance of differences for the expression between Chinese Taihu (TH) and Large White (LW) PMSG-hCG stimulated ovary follicles was calculated using two-tailed T-test. *p *value: left for microarray, and right for quantitative real-time RT-PCR (qRT-PCR).

### In *silico *mapping of DE genes to the interval of reproduction QTLs

Through BLAST of the 133 probes sets against Ensembl *Sus_scrofa *database (Sscrofa9, Apr 2009), 116 differentially expressed probes sets (transcripts) were *in silico *mapped pig chromosome covering 1-18 and X (see additional file 3). 

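On chromosome 8, 9 transcripts of Additional file 4 were tested, and 6 had a higher and 2 a lower signal in Chinese Taihu sows at a limma p of at most 0.05. On chromosome X all 6 were lower, on chromosome 2 it was 7 of 8 lower and on chromosome 4 it was 8 of 10 lower with 1 higher. KIT, the receptor of stem cell factor, lies at chr8:35817734 in the paper's coordinates (Sscrofa9) and had signals of 1693 ± 484 (SD, n = 3) in Large White and 432 ± 129 in Chinese Taihu sows (log2 -1.97, SE 0.31, adjusted p = 0.479). CNP, an enzyme of myelin membranes that the paper places at chr12:18491619, had a log2 difference of 1.12, and SRPX2 lies at chrX:75922047. Additional file 4 holds 95 distinct transcripts, of which 74 had an unadjusted limma p of at most 0.05 (19 higher and 55 lower) and 2 an adjusted p below 0.05. The transcripts had been chosen on these samples, and the QTL intervals themselves were not analysed here.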

Ninety-two DE transcripts were located to porcine reproduction QTL chromosomal regions (see additional file 4). One such gene is the pig *BMPR1B *gene, which was localized to chromosome 8 within the interval of QTLs for ovulation rate, number of corpora lutea, litter size and prenatal survival [13-17]. 

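BMPR1B, a type I receptor for bone morphogenetic proteins, had a higher signal in Chinese Taihu sows on each of its 3 probe sets. The probe set of largest difference had 233 ± 68.6 (SD, n = 3) in Large White and 569 ± 44.9 in Chinese Taihu sows, a ratio of 2.44 (log2 1.32, SE 0.25, adjusted p = 0.653). The dimmest had 64.9 ± 27.0 and 148 ± 10.3 (log2 1.26, SE 0.30). The brightest had 714 ± 268 and 1081 ± 161 (log2 0.65, SE 0.30). The adjusted p of both was 0.993, and only the arrays of the brightest probe set overlapped. The 33 tested genes of BMP and TGF-beta signalling had a median log2 difference of 0.08 (camera adjusted p = 0.216) and 0 members at a limma p of at most 0.05. BMPR1B is counted there by its brightest probe set; its other 2 had an unadjusted limma p of at most 0.05. ACVR2A, an activin receptor, had 77.9 ± 21.8 and 137 ± 49.1, and FSTL3, which binds activin, 1815 ± 167 and 1220 ± 604. Both had an unadjusted limma p above 0.05.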

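KITLG, the stem cell factor made by granulosa cells, had a normalized signal of 13.9 to 24.7 in all 6 sows, below the level of 50, and was not tested. The transcript of the pair with a measurable signal was that of its receptor KIT, at 1303 to 2235 in Large White sows and 341 to 580 in Chinese Taihu sows. The mean signal of KIT in Chinese Taihu sows was 0.255 times that in Large White sows, with no overlap of the arrays. KIT is made by oocytes and theca cells, and the oocyte marker list (7 tested genes) had a median log2 difference of 0.12 (camera adjusted p = 0.548). In Chinese Taihu sow 1, whose theca list median was the lowest of the 6 sows, KIT had a signal of 376.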

Another gene is Kit-ligand/stem cell factor gene, which was located in the QTLs region for ovulation rate and FSH level [18,19].

### *BAX and BMPR1B *as the candidate genes for litter size

*BAX *and *BMPR1B *were selected to be the candidate genes for litter size based on their biological functions on female reproduction and their positions within the intervals of QTLs. 

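BAX had a normalized signal of 372, 503 and 338 in Large White sows and 181, 148 and 155 in Chinese Taihu sows. The means were 404 ± 87.1 (SD, n = 3) and 161 ± 17.7, a ratio of 0.399 (log2 -1.31, SE 0.21). The adjusted p over all 19196 probe sets was 0.538. The paper places BAX at chr6:37865168, in QTL regions that Additional file 4 gives for the number of stillborn, the number born alive and mummified pigs. Genotypes and litter records were not analysed here.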

*BAX *T/C mutation in the intron 1 was genotyped as previously described [20], and *BMPR1B *C/G mutation was genotyped by PCR-*Sac*II-RFLP method which was established in the present study. As shown in Figure 3, the 416 bp *BAX *gene PCR amplicon containing T/C mutation was detectable by digestion with *Ear*I, resulting in allele T (416 bp) and allele C (296 and 120 bp) [20]; The 501 bp *BMPR1B *gene PCR amplicon containing C/G mutation was detectable by digestion with *Sac*II, resulting in allele C (501 bp) and allele G (321 and 180 bp). Genotyping results showed some variations in allele frequency between Chinese indigenous and Western breeds (Table 1). Briefly, the *BAX *allele C was fixed in Taihu, Tongcheng, Hezuo, Landrace, Duroc and White Duroc pigs; The *BMPR1B *allele C was fixed in Huainan, Tongcheng, Hezuo, Large White I, Landrace, Duroc, White Duroc and Pietrain pigs. Association analyses revealed that *BAX *CC had larger litter size than TC for both total number of piglets born (TNB) and the number of piglets born alive (NBA) of all parities in Large White pigs (*p *≤ 0.05), and for NBA of both the 1^st ^parity and all the parities in the DIV pigs (*p *≤ 0.05) (see additional file 5). The additive effects of *BAX *gene in Large White pigs ranged from 0.41 to 1.00 (*p *≤ 0.1). The *BMPR1B *CC was suggestively different with CG (*p *= 0.09) in NBA of all the parities in DIV line and the dominance effect was -0.66 piglet/litter (*p *= 0.06) (see additional file 5).

**Figure 3:**
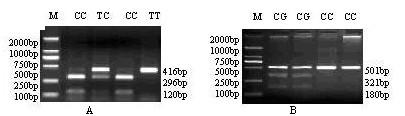
**Genotyping of single nucleotide polymorphisms in the porcine *BAX *and *BMPR1B *genes using PCR-RFLP**. (A): *BAX *gene, Genotype CC: 296 bp + 120 bp; Genotype TT: 416 bp; Genotype TC: 416 bp + 296 bp + 120 bp. (B): *BMPR1B *gene, Genotype GG: 321 bp + 180 bp; Genotype CC: 501 bp; Genotype CG: 501 bp + 321 bp + 180 bp.

**Table 1:** Allele frequencies of *BAX and BMPR1B *gene polymorphisms in 11 pig populations

Populations	*BAX T/C*					*BMPR1B *C/G				
	
	No. tested pigs	No. TT	No. TC	No. CC	Allele T frequency	No. tested pigs	No. CC	No. CG	No. GG	Allele G frequency
Taihu	36	0	0	36	0.00	36	26	10	0	0.14
DIV	128	6	28	94	0.16	129	110	18	1	0.08
Huainan	26	0	7	19	0.14	26	26	0	0	0.00
Tongcheng	40	0	0	40	0.00	40	40	0	0	0.00
Hezuo	7	0	0	7	0.00	7	7	0	0	0.00
Large White I	108	4	38	66	0.21	108	108	0	0	0.00
Large White II	165	24	71	70	0.36	161	148	13	0	0.04
Landrace	16	0	0	16	0.00	13	13	0	0	0.00
Duroc	29	0	0	29	0.00	29	29	0	0	0.00
White Duroc	31	0	0	31	0.00	33	33	0	0	0.00
Pietrain	34	0	11	23	0.16	33	33	0	0	0.00

## Discussion

It is reported that a proportionately greater increase in ovulation rate occurs in Chinese Taihu after they have experienced pregnancy than with European breeds [21]. Using microarray expression profiling to identify changes in RNA levels resulting from genetic background, our studies revealed differential expression of 133 DE genes in ovarian follicle tissues at the preovulatory phase of the estrous cycle. 

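DNA replication and cell division genes had lower signals in Chinese Taihu follicles, mostly through Large White sow 1 and Chinese Taihu sow 1. The 49 tested genes had a median log2 difference of -0.35, with 9 lower and 0 higher at a limma p of at most 0.05. The camera adjusted p was 3.57e-08 at a preset correlation. With the correlation between genes estimated from the arrays, the camera adjusted p was 0.874. HUS1, a subunit of the clamp that signals DNA damage, had 1004 ± 334 (SD, n = 3) in Large White and 259.6 ± 68.2 in Chinese Taihu sows (log2 -1.94, SE 0.33). LMNB1, a lamin of the nuclear envelope, had 509 ± 223 and 138 ± 16.5 (log2 -1.80, SE 0.32). These 2 fell when p was adjusted over the list alone, and over all probe sets their adjusted p was 0.545 and 0.588. Both are in Additional file 3, which was chosen on these same arrays, so their fall within the list is not independent evidence. CKS2, which binds cyclin-dependent kinases, had 2146 ± 566 and 861 ± 289 (log2 -1.33, SE 0.33), and H2AFZ, a histone variant, 4961 ± 688 and 2974 ± 985 (log2 -0.78, SE 0.27). The list was lowest in Chinese Taihu sow 1 (list median -0.47), where 33 of the 49 genes had their lowest signal. It was highest in Large White sow 1 (0.59), for 34 of 49. The list medians of Large White sow 2 (-0.03) and Chinese Taihu sows 2 (-0.06) and 3 (-0.05) were close, and Large White sow 3 had 0.10. Chinese Taihu sow 1 is also the sow with high surface epithelium markers (3.66) and low granulosa markers (-0.58). Without the genes that Additional file 3 names, 45 genes gave a camera adjusted p of 8.25e-06 at the preset correlation. With an estimated correlation the camera adjusted p of these 45 genes was 0.970. Both tests were chosen after the result was seen.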

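Actin cytoskeleton and adhesion genes were also lower in Chinese Taihu sows, with a median log2 difference of -0.23 over 39 tested genes and 6 lower and 0 higher at a limma p of at most 0.05 (camera adjusted p = 0.00200 at a preset correlation, camera adjusted p = 0.874 with an estimated correlation). ACTN1, which cross-links actin filaments, had 5688 ± 1485 and 2623 ± 181 (SD, n = 3; log2 -1.09, SE 0.21). Its 2 other probe sets were lower by a median of 0.34. CAPZB, which caps filament ends, had 1041 ± 284 and 539 ± 167 (log2 -0.96, SE 0.30), and ACTB, cytoplasmic actin, 8294 ± 616 and 6605 ± 118 (log2 -0.33, SE 0.11). Of the 39 genes, 26 were highest in Large White sow 2 and 21 lowest in Chinese Taihu sow 1. The call was lost without Large White sow 2 (camera adjusted p = 0.333), Large White sow 3 (0.0514) or Chinese Taihu sow 1 (0.169), and without the genes of Additional file 3 (0.0559), the last chosen after the result was seen. Red blood cell markers were higher, with a median of 0.35 over 6 genes and 2 higher at a limma p of at most 0.05 (camera adjusted p = 0.00352 at a preset correlation, 0.874 with an estimated correlation). The list medians were 0.24, 0.14 and -0.07 in Chinese Taihu sows 1 to 3. In Large White sows 1 to 3 they were 0.12, -0.37 and -0.22, so the breeds overlapped. ALAS2, which starts heme synthesis, had 80.8 ± 21.0 and 135 ± 32.4 (log2 0.74, SE 0.27), and AHSP, which stabilizes alpha-globin, 48.8 ± 23.8 and 108 ± 44.8, at least 2.15-fold higher against a signal of 50. HBB, the beta-globin gene, had 427 ± 128 and 597 ± 121 (log2 0.50, SE 0.28). With fry, a set test on the residuals, the adjusted p was 0.628 for DNA replication, 0.752 for actin and 0.628 for red blood cell genes, so none of these lists passed. No gene of these lists had an adjusted p below 0.05 over all probe sets.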

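MT-2B, a metallothionein that binds zinc and copper, had a normalized signal of 2195 ± 539 (SD, n = 3) in Large White and 5186 ± 1599 in Chinese Taihu sows (log2 1.21, SE 0.31). DYNLL2, a light chain of dynein, had 243 ± 37.3 and 597 ± 226 (log2 1.23, SE 0.33), while its other probe set had -0.05. CNP had 136 ± 15.7 and 297 ± 42.2, with 0.17 on its other probe set, and MRPL33, a protein of the mitochondrial ribosome, 63.6 ± 23.8 and 143 ± 43.8 (log2 1.20, SE 0.36), with -0.47 on the other. FAM210B, a mitochondrial membrane protein, had 559.5 ± 40.8 and 166 ± 56.4 (log2 -1.80, SE 0.26), and its 2 other probe sets were higher by a median of 0.29. UBE2G2, a ubiquitin-conjugating enzyme of the endoplasmic reticulum, had 826 ± 55.5 and 352 ± 51.6 (log2 -1.24, SE 0.19). The adjusted p was 0.538 for CNP, 0.469 for FAM210B, 0.479 for UBE2G2 and 0.993 for the others (limma). They were named by a rule fixed before the data were examined, by the smallest limma p at the paper's thresholds among probe sets with 1 symbol. Their sizes therefore come from the extremes of 19196 probe sets.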

Several genes not previously associated with the processes of follicle maturation or ovulation, were differentially expressed in follicle pools of the Large White and Chinese Taihu sows. Moreover, 83 probes with BLASTN matches to gene sequences of known function in human and 38 probes with no database matches, were also identified as being differentially expressed.

### Three DE gene pathways associated with p53 gene

WNT signaling pathway, p53 signaling pathway and Amyotrophic lateral sclerosis (ALS) were the major pathways including DE transcripts, and all of these three pathways are associated with p53 which was shown to promote apoptosis but not proliferation in ovarian granulosa cells [22,23].

The first evidence of the important role of WNT signaling in the ovary was provided by Vainio et al., which demonstrated that WNT4 mutant mice lost most of their oocyte reserve in the days prior to birth [24]. In the present study, six genes (*p53, WNT10B, TCF12, DKK2, CTNNBIP1, WIF1*) involved in WNT signaling pathway were differentially expressed in Large White and Chinese Taihu sows. 

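TCF12, a partner of basic helix-loop-helix transcription factors, had a normalized signal of 89.0 ± 39.0 (SD, n = 3) in Large White and 202 ± 100 in Chinese Taihu sows (log2 1.16, SE 0.45), with overlapping arrays. DKK2, a secreted inhibitor of WNT receptors, had 1208 ± 614 and 557 ± 221 on 1 probe set (log2 -1.08, SE 0.44), and 792 ± 107 and 824 ± 232 on the other (log2 0.03, SE 0.27). WNT10B, a secreted ligand, had 241 ± 169 and 85.2 ± 67.4 (log2 -1.48, SE 0.75), with 79 to 416 and 40 to 163 in the single sows. Its other probe set had 127 ± 3.06 and 121 ± 21.8 (log2 -0.10, SE 0.18). The other CTNNBIP1 probe sets had log2 differences of -0.43 (SE 0.25) and -0.12 (SE 0.13). TCF12 and the 1208 to 557 difference of DKK2 had an unadjusted limma p of at most 0.05, and no probe set here had an adjusted p below 0.99.

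**Figure D3:**
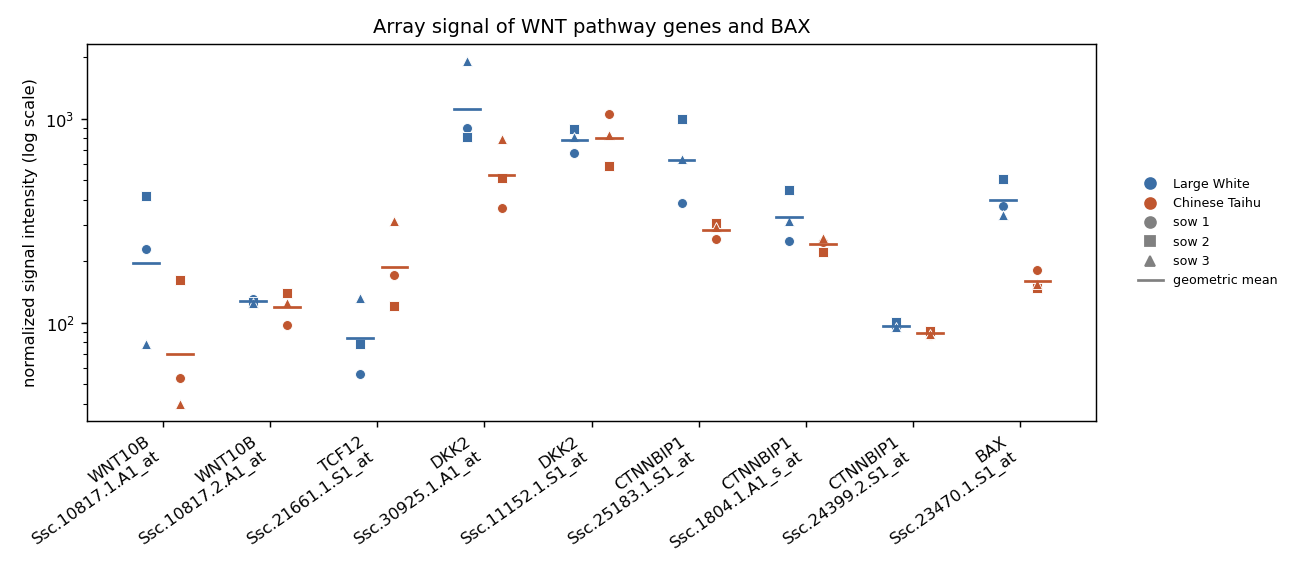
Normalized signal of WNT10B, TCF12, DKK2, CTNNBIP1 and BAX by probe set, on a log axis. Each point is 1 sow, 3 per breed, with lines at the geometric mean. BAX, 1 probe set of DKK2 and 2 of CTNNBIP1 separate the breeds, and the probe sets of WNT10B, DKK2 and CTNNBIP1 differ from each other in the size of the breed difference.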

DKK2 acts as an antagonist of WNT signaling to induce endocytosis of the WNT-Fz receptor complex [25]. *CTNNBIP1 *was found to negatively regulate WNT signaling via inhibition of the interaction between β-catenin and T cell factor (TCF) [26]. Wnt inhibitory factor 1 (WIF1), a secreted antagonist that can bind to WNT proteins directly and inhibit WNT signaling pathway, was also differentially expressed (fold change > 2, *p *= 0.07).

Pathway analysis found that two DE genes (*p53, BAX*) were involved in p53 signaling pathway and Amyotrophic lateral sclerosis. 

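With each gene counted by its brightest probe set, the other genes of these pathways at an unadjusted limma p of at most 0.05 differed less than BAX. Probe sets outside this count came closer to BAX, with log2 differences of -1.23 for CD82 and -1.17 for SIVA1. Their adjusted p was 0.930 and 0.822 (limma), and both are in Additional file 3. BAD, which favours apoptosis by binding BCL2 proteins, had a normalized signal of 1097 ± 182 (SD, n = 3) in Large White and 668 ± 116 in Chinese Taihu sows (log2 -0.71, SE 0.23). CCS, which loads copper into superoxide dismutase, had 861 ± 78.1 and 563 ± 7.73 (log2 -0.61, SE 0.17), and CCNG1, an atypical cyclin of the DNA damage response, 2352 ± 505 and 4430 ± 1913 (log2 0.84, SE 0.35). The arrays of the breeds did not overlap for BAD and CCS, and none of the 3 had an adjusted p below 0.05.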

The BCL-2 associated X protein (BAX) is a member of the BCL-2 protein family and functions as an accelerator of apoptosis. The regulatory activity of BAX in follicular endowment likely occurs during primordial germ cell (PGC) migration, prior to PGC colonization of the gonad [27].

### Hormone related genes

Animal reproduction system is regulated by a suite of hormones. The serum hormone level of Chinese Taihu pigs was compared with the European in order to detect the mechanisms of high prolificacy of Chinese Taihu pigs. Chinese Taihu ovarian follicles tended to have a higher concentration of oestradiol in follicular fluid (*p *< 0.06) compared to Large White hybrids [28].

In our study, very limited hormone related genes were differentially expressed. 

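Among 30 tested hormone receptor and hormone genes, 2 had lower and 0 had higher signal in Chinese Taihu sows at a limma p of at most 0.05: GALP, a neuropeptide, and CYR61, a matrix protein induced by estrogen. The list median was -0.14 on the log2 scale (camera adjusted p = 0.371). GALP fell when p was adjusted over the list alone. IGF2R, which clears IGF2, had 156 ± 46.0 (SD, n = 3) and 108 ± 19.1, and RARA, a retinoic acid receptor, 56.7 ± 5.27 and 44.6 ± 12.2; both had an unadjusted limma p above 0.05. In Chinese Taihu sow 1, 17 of the 30 genes had their lowest signal (list median -0.27). The list includes genes that the paper discusses for these samples, so it is not independent of them.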

One such gene encodes the caspase 8 associated protein 2 (CASP8AP2) which differentially suppresses steroid hormone receptor - induced transcriptional activity by interfering with their association with steroid hormone receptor coactivator 2 (SRC2)/N-CoA2 and SRC3/N-CoA3 [29]. 

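CASP8AP2, which links caspase 8 to histone transcription and nuclear bodies, had a normalized signal of 32.8 ± 16.1 (SD, n = 3) in Large White sows and 83.5 ± 13.7 in Chinese Taihu sows. The Large White mean is below the level of 50. Against a signal of 50, CASP8AP2 was at least 1.67-fold higher in Chinese Taihu sows (adjusted p = 0.993), and the arrays of the breeds did not overlap (exact permutation p = 0.1, the smallest possible).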

Another one encodes cysteine - rich angiogenic inducer 61 (CYR61) which was known to be responsive to estrogen or to interact with estrogen receptor [30]. 

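CYR61, a secreted matrix protein of vessel growth, had a normalized signal of 1465, 987 and 906 in Large White and 611, 563 and 497 in Chinese Taihu sows. The means were 1120 ± 302 (SD, n = 3) and 557 ± 57.0, a ratio of 0.498 (log2 -0.98, SE 0.24), and the arrays of the breeds did not overlap. The ratio lies next to the paper's threshold of 0.5, and the adjusted p was 0.993.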

*GALP *gene encodes a member of the galanin family of neuropeptides and has been implicated in biological processes involving the central nervous system including hypothalamic regulation of metabolism and reproduction [31].

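GALP had a normalized signal of 1040, 1416 and 757 in Large White and 27.0, 160 and 75.6 in Chinese Taihu sows. The means were 1071 ± 331 (SD, n = 3) and 87.4 ± 67.0, a ratio of 0.0816 (log2 -3.91, SE 0.64). The adjusted p was 0.538. The lowest value came from Chinese Taihu sow 1, and without that sow the log2 difference was -3.24.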

However, the well-known hormone related genes including estrogen receptor (*ESR*), follicle stimulating hormone (*FSH-β*) beta, retinol binding protein 4 (*RBP4*) genes had similar expressions in the two pig breeds. 

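ESR1, the estrogen receptor alpha, had a normalized signal of 223 ± 29.9 (SD, n = 3) in Large White and 238 ± 21.2 in Chinese Taihu sows (log2 0.10, SE 0.18). ESR2, the beta receptor of granulosa cells, lay at 40.9 to 55.0 and did not pass the filter. FSHB, made in the pituitary, lay at 16.3 to 30.3 on both its probe sets, and PRLR, the prolactin receptor, at 22.6 to 30.7; neither was tested. RBP4, the carrier of retinol, had 269.8 ± 53.3 and 234 ± 120 on 1 of its probe sets (log2 -0.36, SE 0.46). On the other it had 182 ± 30.7 and 331 ± 194 (log2 0.71, SE 0.44), with 542 in Chinese Taihu sow 1. EPOR, the erythropoietin receptor, had 289 ± 26.5 and 321 ± 30.1 (log2 0.15, SE 0.17). None of the tested differences reached an unadjusted limma p of 0.05 (adjusted p = 0.993 for each).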

There are three major gene systems associated with follicular growth and ovulation: (1) *IGF-1*, estrogen and *FSH *gene, (2) the steroid receptors as well as orphan nuclear receptors and their ligands, and (3) the Wnt/Frizzled pathways [32]. 

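IGF1, the growth factor that works with FSH in granulosa cells, had log2 differences of -0.66 (SE 0.48), 0.07 (SE 0.16) and -0.65 (SE 0.42) on its 3 probe sets. Without Chinese Taihu sow 1 these were -0.23, 0.18 and -0.27. Steroid synthesis genes (24 tested) had a median of -0.23 (camera adjusted p = 0.856), with 0 at a limma p of at most 0.05 and 15 of the 24 at their lowest in Chinese Taihu sow 1. HSD3B1, which makes progesterone, had signals of 90.6 in that sow and 3536 to 10898 in the others. Cholesterol synthesis genes (18 tested) had a median of -0.03 with a test direction of higher (camera adjusted p = 0.791). SC5D, a late enzyme of the pathway, had 337 ± 157 (SD, n = 3) in Large White and 699 ± 399 in Chinese Taihu sows. The ovulation genes induced by LH (27 tested) had a median of -0.08 (camera adjusted p = 0.489). MMP1, a collagenase, was the 1 with a limma p of at most 0.05, at 76.0 ± 3.70 and 53.1 ± 2.45. PTGES, which makes prostaglandin E, had 547 in Chinese Taihu sow 1 and 4458 to 9391 in the others. Granulosa markers (22 tested) had a median of -0.13 with a test direction of higher (camera adjusted p = 0.943), and theca markers (11 tested) -0.07 (camera adjusted p = 0.856).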

In our study, their expressions of the genes from the first two systems probably were normalized by PMSG-hCG, and the genes from the last system remained differentially expressed.

### Positional candidate genes for female reproduction traits

Differentially expressed genes were *in silico *mapped to reproduction QTL regions. One of these genes is *BMPR1B *which played a pivotal role in bone formation during embryogenesis and fracture repair, and its mutation was associated with the increased ovulation rate of the Booroola sheep with FecB phenotype [33-35]. The pig *BMPR1B *gene was mapped to 108 cM on chromosome 8 [36], where the QTL for ovulation rate at approximately 105 cM, the QTL for number of corpora lutea at approximately 101 cM and 99 cM were reported to be located [13-15].

Another gene, the *KIT *gene encoding the transmembrane tyrosine kinase receptor KIT maps to the mouse W locus [37]. Kit-ligand/stem cell factor induces primordial follicle development and initiates folliculogenesis [38]. The pig *KIT *gene was located to 8p12-21, which is the same region as the QTL for ovulation rate at approximately 5 cM and for FSH level at approximately 12.4-11.1 cM [18,19,39].

### Two DE genes mutations and their associations with litter size

Marker-assisted selection (MAS) in conjunction with traditional selection methods is most effective for the traits such as litter size, which are either expressed later in life, are sex-dependent, or are of low heritability [40]. The candidate gene approach has led to notable success in demonstrating reproduction-related genetic markers or major genes, such as *ES*R, the erythopoietin receptor (*EPOR*), the prolactin receptor (*PRLR*), *FSH-β *and *RBP4 *[1,5,41-43]. Differentially expressed transcripts also can be evaluated as potential candidates if they meet the following criteria: the chromosomal location to a region containing a QTL, the importance of the tissue of interest in regulating the expression of the specific quantitative trait, and the critical developing stage responsible for the differences in the specific quantitative trait [44].

Here we selected the differentially expressed genes- *BAX *and *BMPR1B *as the candidate genes for litter traits due to their chromosomal location and/or their biological function. Some mutations were genotyped in several Chinese native pig breeds and Western pig breeds, and the results showed allele *BAX *C and *BMPR1B *C were fixed in several tested pig populations including Huainan, Tongcheng, Landrace, Duroc, White Duroc and Pietrain pigs. We also noticed that in DIV line and Large White pigs allele *BAX *C and *BMPR1B *C were not fixed, but *BAX *TT and *BMPR1B *GG did not nearly appear, possibly because the homozygotes led to embryonic lethality in these specific pig populations. The association analyses of these mutations with litter traits were carried out in Large White and Chinese DIV line pigs. The *BAX *gene was significantly associated with the litter size in these two populations, suggesting this mutation might be a good marker for pig selection and breeding. Suggestive association (*p *= 0.09) was found between the *BMPR1B *and litter size, in some ways similar to the results of Tomas et al., which also only found suggestive associations (nominal *p *< 0.1) between the *BMPR1B *haplotypes and the number of piglets born alive and weaned when data from the first parity of Iberian × Meishan F2 sows were considered [45].

## Conclusions

We have reported differential gene expression in ovarian follicles at the preovulatory stage of a PMSG-hCG stimulated estrous cycle of two pig breeds with different ovulation rate. Some differentially expressed genes and key pathways related to biological and cellular regulation were identified. Furthermore, two differentially expressed genes- *BAX *and *BMPR1B *genes were genotyped and associated with the litter size traits in Large White and Chinese DIV pigs. The results of this study provide an opportunity to elucidate the genetic control of ovulation rate and improve our understanding of high prolificacy of Chinese Taihu pigs.

## Methods

### Population and experimental design, tissue collection

All animal procedures were performed according to protocols approved by the Biological Studies Animal Care and Use Committee of Hubei Province, PR China. Three multiparous Taihu cyclic sows (TH; ≥ 2 parities) from Jiangsu Changshu Xuqin Corporation and 3 multiparous Large White cyclic sows (LW; ≥ 2 parities) from Jinpin farm of Huazhong Agricultural University that exhibited normal estrous cycles were treated with 1000 IU PMSG and 500 IU hCG as previously described [46]. Given that the difference of prolificacy between Large White and Chinese Taihu pigs possibly due to the differences in the characteristics of follicle maturation [28], PMSG-hCG was used to initiate and synchronize the follicular phase. PMSG-hCG stimulated sows were killed and the ovaries at the preovulatory phase were removed immediately and kept in ice-cold physiological saline (0.9% wt/vol NaCl) during dissection of follicles. Only healthy follicles with a diameter of > 5 mm were isolated and snap-frozen in liquid nitrogen [2]. Total RNA was isolated from ovary follicles with Trizol (Invitrogen). RNA yield was quantified by spectrophotometric analysis using the convention that 1 absorbance unit at 260 nm equals 40 μg/mL RNA.

Animals from 11 different populations were used to investigate the allele frequency, including 36 Chinese Taihu pigs, 40 Tongcheng pigs, 7 Hezuo pigs, 26 Huainan pigs, 129 pigs from DIV line (the 4^th ^Dam line of Chinese lean-type new lines), 108 Large White pigs I, 165 Large White pigs II, 16 Landrace pigs, 29 Duroc, 33 White Duroc and 34 Pietrain pigs.

The association analyses were conducted in Large White and DIV pig populations. Two hundred and seventy three Large White pigs contained 108, 165 pigs from strain I and II, which were raised in the farms owned by Huazhong Agricultural University (HAU) and Hubei Institute of Animal Science and Veterinary Medicine, respectively. Synthetic Line DIV was a result of cross of Landrace, Large White, Tongcheng or Taihu pigs, and was raised in pig farm owned by HAU. During the consecutive years (2005-2010), TNB and NBA of animals were recorded in 491 litters of DIV Line sows and in 481 litters of Large White II sows.

### Microarray hybridizations and data analysis

The RNA labeling and hybridization were conducted by a commercial Affymetrix array service according to Technical Manual of GeneChip^® ^Expression Analysis (CapitalBio Corporation, Beijing, China). Briefly, a total of 5 μg RNA was converted to double - stranded cDNA using the one-cycle cDNA Synthesis Kit (Affymetrix, Inc., Santa Clara, CA) and T7-Oligo (dT) Primer. In vitro transcription (IVT) of cRNA from cDNA was conducted using the MEGAscript ^® ^T7 Kit (Ambion, Inc.). After the cleanup of the cDNA and cRNA using the Sample Cleanup Module (Affymetrix), the GeneChip IVT Labeling Kit (Affymetrix) was used for synthesis of Biotin-Labeled cRNA. cRNA quality and concentration was checked by UV spectrophotometer analyses and 2 μg cRNA was then checked by formaldehyde denaturing gel electrophoresis in 1.2% agarose gel. Subsequently, labeled cRNA was fractionated and hybridized with the GeneChip Porcine Genome Array according to the standard procedures provided by the manufacturer. Chips were washed and stained with a GeneChip Fluidics Station 450 (Affymetrix) using the standard fluidics protocol. The probe arrays were scanned using the Affymetrix ^® ^GeneChip^® ^Scanner 3000. Six microarrays were used in the experiment, corresponding to the RNAs from PMSG-hCG stimulated preovulatory ovarian follicles of three Taihu sows and three Large White sows. The Affymetrix GeneChip Porcine Genome Array probe set contained 11 pairs of perfect match (PM) and mismatch (MM) 25-mer probes. The probe-pair (PM-MM) data were used to detect the expression level of genes on the array (present call, marginal call, and absent call) by MAS 5.0 (Wilcoxon signed rank test). MAS 5.0 was used to normalize the signal values above to 500 on each array. An invariant set normalization procedure was performed to normalize the different arrays using DNA-chip analyzer (dChip). Probe sets whose intensity were above 50 on at least three arrays were remained and then subjected to identifying significantly differentially expressed genes. Identification of DE genes in Large White and Chinese Taihu was conducted using SAS (Ver.8.1, T-test) by comparing the log2 (normalized signal) of two breeds. The p value cutoff for DE genes was set at 0.05. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE23985 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23985. Genes with significant similarities to the transcripts in nr database based on BLAST, were selected for GO analyses (EASE threshold = 0.1, count threshold = 2) and pathway analysis at the DAVID http://david.abcc.ncifcrf.gov/. Annotation summary results were obtained by inputting the gene list of interest by selecting OFFICIAL_GENE_SYMBOL as identifier.

### Real-time RT-PCR to analyze gene expression profiles

Total RNAs were treated with DNase I (Ambion) and reverse transcribed by the M-MLV Reverse Transcriptase (Promega) according to the manufacturer's instructions. Quantitative real time PCR was performed on the iQ™5 Real Time PCR Detection System (Bio-Rad) using SYBR^® ^Green Real-time PCR Master Mix (Toyobo Co., Ltd., Japan). Each 25 μL real-time RT-PCR reaction included 12.5 μL SYBR Green Real-time PCR Master Mix, 350-500 ng cDNA, 0.3 μM primers (see additional file 6). PCR conditions consisted of 1 cycle at 95°C for 3 min, followed by 45 cycles at 94°C for 20 sec, 58°C for 20 sec, and 72°C for 18 sec, with fluorescence acquisition at 74°C. cDNAs from three Taihu and three Large White ovary follicles were used as the template to detect the expression changes of the target genes. All PCRs were performed in triplicate and gene expression levels were quantified relatively to the expression of β-actin using Gene Expression Macro software (Bio-Rad, Richmond, CA, USA) by employing Δ*C*_t _value. Student's *t*-test was conducted to identify differentially expressed genes. Due to the negative relationship between C_t _and expression level, an improved method of the previous report was used to compare the results of real time RT-PCR and microarray by plotting the -Δ*C*_t _values of real time RT-PCR versus the log of the microarray signal for each gene [47]. The Pearson correlation coefficient was calculated and used to estimate the correlation of real time RT-PCR results and microarray results.

### Integration of differentially expressed genes in porcine QTL regions

To retrieve the corresponding pig gene data of one differentially expressed EST, the probe (EST) sequence was used as a query to search homology using BLASTN against Ensembl *Sus_scrofa *database (Sscrofa9, Apr 2009). QTLs for reproduction traits were obtained from the PigQTLdb http://www.animalgenome.org/cgi-bin/QTLdb/SS/browse. The differentially expressed probe sets located in these QTL intervals were identified through comparison analysis [11]. The reproduction traits included TNB, NBA, fully formed piglets, number of stillborn, ovulation rate, age at puberty and uterine capacity. We listed all Affymetrix probe sets that were located in these QTL intervals.

### Detection of SNPs of differentially expressed genes and association analyses

Two differentially expressed genes- *BAX *and *BMPR1B *were selected as potential candidates for litter size due to their functions and/or chromosomal positions, and further were investigated for their effects on litter traits. PCR-RFLPs were used to identify their mutations including a C/T at intron 1 of *BAX *gene [20], and a C/G of *BMPR1B *gene (Fan B, private communication). Briefly, PCR reactions contained 1.5 mM MgCl_2_, 150 μM dNTPs, 0.5 μM of each PCR primers (see additional file 6), 1 μL DNA, and 1 U *Taq *DNA polymerase in a 25 μL volume. PCR was run as follows: 94°C for 4 min followed by 35 cycles of 94°C for 40 sec, 60°C for 40 sec, 72°C for 35 sec, and final extension of 72°C for 10 min. For PCR-RFLP profile, 8.5 μL of PCR products were digested with 5 U restriction endonuclease (TaKaRa) for 4 h at 37°C, and then separated by electrophoresis on a 1-3% agarose gel (with ethidium bromide) in 1 × TAE buffer. The relationships between differentially expressed genes genotypes and litter size traits of Large White (n = 273) and DIV (n = 129) pigs were evaluated with the general linear model (GLM) procedure of SAS version 8.0. The model: *Y*_*ijkl *_= *μ *+ *P*_*i *_+ *S*_*j *_+ F_*k*_+ *G*_*l *_+ *e*_*ijkl*_, where *Y*_*ijkl *_is the observation of the trait, *μ *is the least square means, *P*_*i *_is the effect of *i*th parity (*i *= 1, 2, 3, 4 (parity ≥ 4 )), *S*_*j *_is the effect of *j*th season, *F*_*k *_is the effect of *k*th farm (*k = 1, 2*), *G*_*l *_is the effect of *l*th genotype (*l *= *1-3*) and *e*_*ijkl *_is the random residual [48].

## Abbreviations

DE: differentially expressed; FC: fold change; GO: gene ontology; QTL: quantitative trait loci; Chinese DIV line: the 4th dam line of Chinese lean-type new line; GALP: galanin-like peptide; ITM2A: integral membrane protein; CTNNBIP1: catenin, beta interacting protein 1; WIF1: Wnt inhibitory factor 1; BMPR1B: bone morphogenetic protein receptor, type IB; CTNNAL1: catenin (cadherin-associated protein) alpha-like1; CNN2: calponin 2; P53: p53 protein; BAX: BCL-2 associated X protein; kit: v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog; ESR: estrogen receptor; PRLR: prolactin receptor; FSH-β: follicle-stimulating hormone β; EPOR: erythopoietin receptor; RBP4: retinol binding protein 4; TCF: T cell factor; MAS: marker-assisted selection; KEGG: Kyoto Encyclopedia of Genes and Genomes; TNB: total number of piglets born; NBA: the number of piglets born alive.

## Authors' contributions

XS carried out most of bioinformatics analysis and lab works. SM participated in the animal samples collection and statistical analysis. HT, GW, LS made substantial contributions to lab works. SJ, CD, YX participated in the experiment design and coordination. FL conceived the study and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Ovarian follicle transcriptome analyses using the Affymetrix Porcine Genechip**. Data of each probe is from the three Large White sows (1, 2, 3) and three Chinese Taihu (1, 2, 3) sows. Raw data from. CEL files were converted to gene signal files and raw signals were normalized above to 500 on each array by MAS 5.0, and the dChip invariant set was used to normalize the signals of the different arrays. "P", present; "A", absent; "M", marginal; "Count (P)", the number of P flag; select while Count (P) ≥2 in two groups (Chen et al., 2009)*. Totally, 16,066 and 15,477 probesets were detected expression in the Large White and Taihu, respectively. *Chen H, Li C, Fang M, Zhu M, Li X, Zhou R, Li K, Zhao S. Understanding Haemophilus parasuis infection in porcine spleen through a transcriptomics approach. BMC Genomics. 2009, 5, 10:64. Click here for file

Additional file 2 **1476 transcripts that are differentially expressed in porcine ovary between Large White sows and Chinese Taihu sows (p ≤ 0.05)**. Totally 105 (row 5-109) transcripts have been annotated based on BLASTX searches. "FC", Fold change, gene expression level (normalized signal intensity) of Chinese Taihu sows compared to Large White sows, ">1" represents up regulation, "<1" represents down regulation. "p-value", significance level of differential expression for a particular gene by comparing their log 2 (normalized signal). "Gene name", top informative BLASTX hit. Click here for file

Additional file 3 **Pig unique genes (row 4-15), unique genes with BLSATX identity but no annotation (row 16-98) and unique genes with no BLASTX identity (row 99-136) (p ≤ 0.05, FC ≥ 2 or ≤ 0.5)**. "FC", Fold change, gene expression level (normalized signal intensity) of Chinese Taihu sows compared to Large White sows, "≥2" represents up regulation, "≤0.5" represents down regulation. "*p*-value", significance level of differential expression for a particular gene by comparing their log 2 (normalized signal). "Gene name", top informative BLASTX hit. Click here for file

Additional file 4 **Genes that distributed in the intervals of the known pig QTLs for reproduction traits**. All the genes listed here are from 133 transcripts that are significantly up/down-regulated between Large White and Taihu sows. GenBank IDs represent annotated genes. Click here for file

Additional file 5 **Association between *BAX *and *BMPR1B *genotype and litter size traits**. ^A ^and ^B^, *p *≤ 0.05; ^a ^and ^b^, *p *= 0.09. ** *p *≤ 0.05, *p ≤ 0.1 = 0.06. N: Number of investigated litters. Click here for file

Additional file 6 **Primer pairs designed for genes selected for validation by real time RT-PCR and SNP detection**. Click here for file

# Supplementary material for: Microarray profiling for differential gene expression in PMSG-hCG stimulated preovulatory ovarian follicles of Chinese Taihu and Large White sows
**Source:** BMC Genomics. 2011 Feb 16;12:111. doi: 10.1186/1471-2164-12-111
**Supplement:** Additional file 5 — Association between BAX and BMPR1B genotype and litter size traits. A and B, p ≤ 0.05; a and b, p = 0.09. ** p ≤ 0.05, *p ≤ 0.1 = 0.06. N: Number of investigated litters.

**Additional file 5: Association between *BAX* and *BMPR1B* genotype and litter size traits**

| Popul-  ations | parity | Traits | *BAX* Genotype (μ ± SE) | | | Effect (μ ± SE) | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| TT | TC | CC | Additive | Dominance |
| Large White  pigs | 1st parity | N | 12 | 50 | 62 |  |  |
| NBA | 8.00±0.82 A | 8.48±0.40A | 9.83±0.37 B | 0.92±0.45** | -0.22±0.30 |
| TNB | 8.66±0.82 A | 9.61±0.41A | 10.68±0.37 B | 1.00±0.31** | -0.03±0.30 |
| all parities | N | 37 | 178 | 260 |  |  |
| NBA | 8.30±0.79 A | 8.72±0.29 A | 9.93±0.26 B | 0.51±0.25** | -0.17±0.16 |
| TNB | 9.62±0.78 | 10.11±0.29a | 10.76±0.26b | 0.41±0.23* | -0.04±0.15 |
| Line  DIV  pigs | 1st parity | N | 2 | 15 | 45 |  |  |
| NBA | 6.50±1.86 | 8.67±0.68 A | 9.36±0.69 B | 1.43±0.95 | 0.37±0.58 |
| TNB | 11.00±1.73 | 9.67±0.63 | 11.11±0.37 | 0.06±0.88 | -0.69±0.54 |
| all parities | N | 31 | 120 | 340 |  |  |
| NBA | 9.83±0.65 | 9.86±0.32A | 10.37±0.18B | 0.18±0.27 | -0.27±0.19 |
| TNB | 11.17±0.52 | 10.58±0.26 | 11.22±0.16 | 0.10±0.27 | -0.27±0.19 |
| Popul-  ations | parity | Traits | *BMPR1B* Genotype (μ ± SE) | | | Effect (μ ± SE) | |
| CC | CG | GG | Additive | Dominance |
| Large White  pigs | 1st parity | N | 117 | 10 | 0 |  |  |
| NBA | 9.07±0.27 | 9.20±0.91 | 0 | 0.13±0.96 | 0 |
| TNB | 10.00±0.28 | 10.10±0.93 | 0 | 0.09±0.97 | 0 |
| all parities | N | 445 | 36 | 0 |  |  |
| NBA | 9.44±0.14 | 9.62±0.47 | 0 | 0.24±0.50 | 0 |
| TNB | 10.42±0.13 | 10.67±0.45 | 0 | 0.30±0.47 | 0 |
| Line  DIV  pigs | 1st parity | N | 53 | 8 | 1 |  |  |
| NBA | 9.06±0.37 | 9.50±0.95 | 8.00±2.68 | -0.53±1.35 | 0.46±0.82 |
| TNB | 10.89±0.34 | 10.00±0.89 | 10.00±2.51 | -0.44±1.27 | -0.22±0.77 |
| all parities | N | 388 | 98 | 5 |  |  |
| NBA | 10.34±0.15 | 10.01±0.29 | 12.04±1.28 | 0.84±0.65 | -0.56±0.35 |
| TNB | 11.15±0.15a | 10.60±0.29b | 12.60±1.28 | 0.72±0.64 | -0.66±0.35* |

Note: A and B, *p ≤* 0.05; a and b, *p* = 0.09. ** *p ≤* 0.05, **p ≤* 0.1= 0.06. N: Number of investigated litters.

How the deposited data were processed for this re-analysis (not part of the article)

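The deposited values are from 6 Affymetrix porcine arrays, each hybridized with the RNA of follicles over 5 mm from 1 sow treated with PMSG and hCG, 3 Chinese Taihu (Chinese Erhualian in the labels) and 3 Large White. The labels were used to group the arrays by breed, and each breed came from its own farm. The file holds 1 signal intensity per probe set and array. The authors made these intensities from the scanned arrays with the MAS5 algorithm (version 2.3.1 in the deposited description), scaled them to a common target and normalized them with the invariant set method of dChip, as the paper's methods and the deposited description state. The values are on a linear scale. The number of arrays limits the precision.

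Control probe sets were left out. Signals under 1 were set to 1 and taken to log2, and probe sets with a signal above 50 on at least 3 of the 6 arrays were tested. limma 3.58.1 in R 4.3.3 fitted breed with a variance trend, 2-sided, and p-values were adjusted by the method of Benjamini and Hochberg. Ratios are Chinese Taihu over Large White mean signals. Means are given with the SD over 3 sows. The counts at the paper's thresholds use an unadjusted p of at most 0.05 with a ratio of at least 2 or at most 0.5. Exact permutation tests of 3 arrays against 3 are 2-sided and cannot give a p below 0.1. Detection in a breed was counted as a signal above 50 on at least 2 of its 3 arrays. Other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the figures matplotlib 3.10.9.

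Gene symbols came from the probe table of the array, in which 10099 probe sets carry 1 symbol, 198 several and 13826 none. Where a gene had several probe sets, the brightest with exactly 1 symbol stood for it in the gene lists, and 6322 genes were tested. Names of TCF12, CASP8AP2 and TMSB15A came from Additional file 3. A table of RefSeq genes was used to look for changed symbols, and 0 differed. Chromosome positions are those the paper gives on Sscrofa9.

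The 24 gene lists cover steroid hormone synthesis, cholesterol synthesis, LH-induced ovulation and cumulus expansion, granulosa, theca, oocyte, red blood cell, leukocyte, MHC class II, endothelial, smooth muscle and pericyte, stromal fibroblast and surface epithelium markers, WNT signaling, p53 signaling, amyotrophic lateral sclerosis, BMP and TGF-beta signaling, hormone receptors and hormone genes of the paper, DNA replication and cell division, circadian clock, immediate early and heat shock response, hypoxia and angiogenesis, actin cytoskeleton and adhesion, and cytosolic ribosomal proteins. Each was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 24 lists. A list of motile cilium genes was added after the data were examined, before the values of its members were looked at, and was described per array only.

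Genes are named by a rule set before the data were examined: every gene the paper names in its results and discussion, the 10 largest rises and the 10 largest falls with 1 symbol among adjusted calls without overlap (1 fall, ASF1B; the other places were filled by the smallest limma p at the paper's thresholds), and the 4 members of each list with the smallest limma p. Values in the paper's tables had been seen. Other genes are said to be chosen after their values were seen. This is not marked for list members given by their signals in single sows, such as SQLE. A gene that the rule names is not reported here.

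The procedure was tested on simulated data with known changes on the same number of arrays, and the listed signals, ratios and p-values of the additional files were checked against the deposited signals. Alternatives were quantile normalization, median scaling, other filters and offsets, array weights, a constant prior variance, a block for array number, the methods' t-test in its unpaired and paired forms, each array left out in turn, and other ways to choose the probe set of a gene. The methods' t-test with unequal variances and the lists without genes of Additional file 3 were added after values were seen. All 10 splits of the arrays into 3 and 3 were refitted. RT-PCR, genotype, litter and QTL data, the QTL intervals and the present calls were not analysed here.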

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

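The tests of the share of follicle cells and of granulosa cells, that of breed, the counts over other splits of the arrays and the bootstrap interval were chosen only after the result was seen.

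Surface epithelium markers and motile cilium genes, which the paper does not discuss, had a strong signal on the array of Chinese Taihu sow 1. The list median of the surface epithelium markers lay 2.69 log2 units above the highest Large White array, and that of the motile cilium genes 2.25. Both were taken up as a signal in genes outside those the paper analyses, above the level of the Large White sows.

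On this array follicle transcripts were low and epithelial transcripts high. A lower share of follicle cells that raises every other cell type alike is argued against by the surface epithelium list, 3.54 above the highest of the leukocyte, endothelial, smooth muscle and fibroblast lists, which reached 0.12. Breed as the whole cause is argued against by the steroid synthesis list, which on the array of Chinese Taihu sow 2 lay 1.01 above the lowest Large White array, although sow 3, at -0.19, lay below that array (-0.09). RNA from ciliated oviduct epithelium is a candidate explanation, since motile cilium genes, predicted before their own values were looked at but after OVGP1 and 5 other cilium genes had been seen to be high there, had a median of 2.12 (quartiles 0.67 and 2.78, 19 genes) above the highest other array. A mislabelled or mixed sample was not tested separately.

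Cholesterol synthesis transcripts were high in Large White sow 1 and Chinese Taihu sow 2. Between-array scaling is argued against by a range of the list median within Large White of 2.02 after quantile normalization. A larger share of granulosa cells on the bright arrays is argued against as the whole cause by 17 granulosa markers outside these lists, whose median in Large White sow 1 lay 0.0595 above the higher of the other Large White arrays, with quartiles of -0.57 and 0.39 per marker, where the cholesterol list lay 1.89 above. The upper quartile was 0.24 in Chinese Taihu sow 2, where the cholesterol list lay 1.77 above the other Chinese Taihu arrays. No other biological explanation was tested. Breed was not weighed, as the pattern lies within each breed. The time from hCG to killing, 30 to 38 h in the labels, is not given per sow and stays open.

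Probe sets past the paper's thresholds often stood alone in their gene. Of 78 called probe sets with 1 symbol, 32 had other tested probe sets of the same gene, in 29 genes by the probe table, with 1 probe set counted as B2M that the paper's tables name HBA2. The median difference of these others, as a share of the called one, was 0.219 (bootstrap 95% interval 0.0247 to 0.500, 2000 draws), with 16 genes under 0.25, 6 over 0.75 and 21 in the direction of the call. A sequence difference between the breeds under the probes of the called probe set and a difference in the level of the whole transcript cannot be told apart by this share, as the interval spans the bound of 0.25. The called probe set had been picked for its size, which lowers the share under either explanation.

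Other splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. At an adjusted p below 0.05 the real split gave 4 probe sets and the highest other 0, so that 1 split, the real one, gave as many. At the paper's thresholds the counts were 183 and 652, and at unadjusted p 741 and 3065; 5 splits, the real one included, gave as many in each case. The split of Large White sows 1 and 2 with Chinese Taihu sow 2 against the rest gave the counts of 652 and 3065, several times the real ones, and points to a structure of the samples other than breed.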

How the results depend on the processing

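The methods' t-test with unequal variances and the lists without genes of Additional file 3 were chosen only after the results were seen. Over 103 results and 1684 comparisons, 1561 kept their direction and side of the threshold or, for counts, stayed within 1.5 times. Of the comparisons, 1177 are of the 70 named probe sets. A change of test alone leaves their log2 difference as it was, so part of this agreement is built in. For the 24 gene lists, 328 of 384 comparisons stayed the same. The cause of a change was not tested.

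The 4 adjusted calls became 2 with 50 added before log2, 11 with array weights (4 higher and 7 lower), 5 with median scaling (1 higher and 4 lower), 0 with a block for array number and 0 with the methods' t-test 2-sided and unpaired, paired and 1-sided, or with unequal variances. Leaving out 1 array gave 0 to 4: 0 without Large White sow 1, 2 or 3, 2 without Chinese Taihu sow 1 or 2 and 4 without sow 3, of which 2 were shared. At the paper's thresholds, 183 became 104 with the t-test 2-sided and unpaired, 82 with unequal variances and 126 to 386 leaving out 1 array (386 without Chinese Taihu sow 2, 352 without sow 3). At unadjusted p, 741 became 1303 with array weights, 1809 paired and 1-sided, and 351 (without Large White sow 2) to 1215 (without Chinese Taihu sow 2). With unequal variances, 69 of the paper's 133 transcripts and 48 in QTL regions had p at or below 0.05. Without Large White sow 3 the balance turned, with 467 higher and 431 lower at unadjusted p against 300 and 441, and 124 of 263 probe sets at the thresholds were lower in Chinese Taihu sows, against 121 of 183. The block counts sows of the same array number as a pair; the numbers carry no shared origin in the labels, and the correlations of the sows' deviations were -0.172, -0.137 and 0.273.

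The number of called lists, 3, was 5 with quantile normalization and 0 with an estimated correlation. Leaving out 1 array gave 2 to 6: 2 without Chinese Taihu sow 1, 5 without Large White sow 1, and 6 without Large White sow 3 or Chinese Taihu sow 2. With an estimated correlation the adjusted p was 0.874 for the red blood cell, DNA replication and actin lists. The actin list gave 0.0559 without genes of Additional file 3. The surface epithelium list passed with quantile normalization (0.0482), median scaling (0.0435), 50 added before log2 (0.0371) and the mean over probe sets (0.0292), and ribosomal proteins with quantile normalization (0.00794). Directions reversed, none with a call, for steroid synthesis without _x_at, _s_at and _a_at probe sets (0.887) and with the mean over probe sets (0.929); for granulosa markers with quantile normalization (0.961), median scaling (0.969), no filter (0.855), a signal above 100 (0.868) and the block (0.984); for MHC class II without _x_at, _s_at and _a_at probe sets (0.825) and without genes of Additional file 3 (0.902); and for hypoxia without these genes (0.891).

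Leaving out 1 array reversed 23 directions in 13 lists, none with a call: without Large White sow 1 steroid synthesis, MHC class II, smooth muscle and fibroblast; without sow 2 cholesterol synthesis, granulosa, oocyte and leukocyte; without sow 3 cholesterol synthesis, theca, MHC class II and endothelial; without Chinese Taihu sow 1 steroid synthesis, ovulation, smooth muscle, surface epithelium and hormone; without sow 2 cholesterol synthesis, granulosa and endothelial; and without sow 3 granulosa, oocyte and fibroblast. The adjusted p ranged over 0.0418 to 0.810 for steroid synthesis (lowest without Chinese Taihu sow 2), 0.00461 to 0.760 for cholesterol synthesis (lowest without Large White sow 1), 0.256 to 0.660 for ovulation, 0.118 to 0.895 for granulosa, 0.471 to 0.978 for theca, 0.144 to 0.848 for oocyte, 0.000629 to 0.520 for leukocyte (lowest without Large White sow 1), 8.18e-06 to 0.869 for MHC class II (lowest without Large White sow 2), 0.169 to 0.895 for endothelial, 0.293 to 0.978 for smooth muscle, 0.269 to 0.702 for fibroblast, 0.00179 to 0.256 for surface epithelium (lowest without Chinese Taihu sow 2), 0.111 to 0.735 for hormone, 0.0148 to 0.609 for immediate early (lowest without Large White sow 3), 7.00e-06 to 0.333 for actin (highest without Large White sow 2) and 0.0168 to 0.653 for ribosomal genes (lowest without Chinese Taihu sow 2).

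Of 70 named probe sets, 6 reversed, each with a log2 difference of at most 0.36 in size before. The DKK2 probe set with a difference of 0.03 had -0.0593 with array weights and -0.17 to 0.25 leaving out 1 array; the WNT10B probe set of -0.10 had -0.21 to 0.0528, ESR1 -0.00962 to 0.19, the RBP4 probe set of -0.36 had -0.70 to 0.17, the dimmest IGF1 probe set -0.0227 to 0.18, and the probe set without a symbol in the cluster of LOC396850 -0.21 with array weights and -1.22 to 1.28 leaving out 1 array. Others kept their direction and moved by over 1.5 times: without Large White sow 2, WNT10B from -1.48 to -0.93 and CTNNBIP1 from -0.43 to -0.21, without sow 3 DKK2 from -1.08 to -0.69, without Chinese Taihu sow 1 RBP4 from 0.71 to 0.26 and without sow 2 to 1.14, LOC396850 from -1.59 to -2.44 and CCNG1 from 0.84 to 0.52. EPOR, 0.15, ranged from 0.0951 to 0.23, and the IGF1 probe set of -0.66 from -1.04 to -0.23.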

Differences from the paper's values

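The methods' t-test with unequal variances was chosen only after the values were seen.

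The paper gives 1,476 transcripts at an unadjusted p of at most 0.05, and limma gave 741. Of the alternatives set before the data were examined, array weights (1303), the methods' t-test paired by array number and 1-sided (1809) and leaving out Chinese Taihu sow 2 (1215) are within 1.5 times the paper's count. Quantile normalization, median scaling, the other filters, the offset, the block for array number, a constant prior variance, the methods' t-test 2-sided and unpaired (846) and leaving out any other sow are not. Of the 1809, 1475 are among the paper's 1,476. The listed p-values of all 1,476 equal those of this paired 1-sided form within a relative tolerance of 0.001. With array weights 623 of the paper's transcripts had an unadjusted p of at most 0.05, and without Chinese Taihu sow 2 it was 379. These settings therefore come near the paper's count but not its list.

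The paper gives 29 transcripts as up-regulated at its thresholds, and limma gave 62. The methods' t-test gave 34 in the 2-sided unpaired form and 33 in the paired 1-sided form, which are within 1.5 times. Every other alternative set before the data were examined is not, with 51 to 145. The test with unequal variances, chosen after the values were seen, gave 24 and keeps 69 of the paper's 133 transcripts, which drops 64.

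The array p of LOC396850 is about 0.96 in Fig. 2 of the paper, read by eye, and the methods' t-test with unequal variances gave 0.377 on the probe set matched by accession, a match that is uncertain. It gave 0.9562 on a probe set of the same cluster without a symbol, chosen after its values were seen, which rounds to the value read from the figure. For GALP, ITM2A, CTNNBIP1, BMPR1B, CTNNAL1 and CNN2 the values in Fig. 2 match, within 0.0016, those of the methods' t-test with unequal variances, 0.02403, 0.0666, 0.0979, 0.0235, 0.0458 and 0.0256. For ITM2A the match is the probe set with a log2 difference of -0.79; that of Additional file 3 gave 0.0163. For CTNNBIP1 and BMPR1B, with 3 probe sets each, the nearest was taken.

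The paper names WNT10B and DKK2 as differing between the breeds. The WNT10B probe set with a log2 difference of -1.48 did not reach an unadjusted p of 0.05 by limma. It did with the block for array number, with array weights, with the methods' t-test paired and 1-sided, and without Large White sow 3 or Chinese Taihu sow 2. The second DKK2 probe set had a log2 difference of 0.03, while the DKK2 probe set of Additional file 3 reached that p. Of the paper's 133 transcripts, 28 did not reach an unadjusted limma p of 0.05, and all of them did with the methods' t-test paired and 1-sided. The 183 probe sets by limma include 78 that the paper does not list.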

Other observations

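Of 9 clock genes, 2 were higher in Chinese Taihu sows at an unadjusted limma p of at most 0.05 and 0 lower. PER1, a light and hormone responsive repressor of the clock, had 856 ± 200 (SD, n = 3) in Large White and 1595 ± 394 in Chinese Taihu sows (log2 0.89, SE 0.28), and CRY2, its partner, 280 ± 66.9 and 496 ± 151 (log2 0.81, SE 0.30), without overlap of the arrays in either. ARNTL, the activator of the clock, had a log2 difference of -0.36 (SE 0.35) and did not reach that p. PER2, outside the tested list because only the paper's tables name its probe set, had a log2 difference of 1.42 and was chosen after its values were seen. Over the list the median was -0.06, while the test direction was higher (camera adjusted p = 0.215). Ribosomal protein genes, 58 tested, had a median of 0.02 (camera adjusted p = 0.105), and RPL14 had a log2 difference of 0.33 (SE 0.12).

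Stress and oxygen response genes had lower single members in Chinese Taihu sows. HMOX1, which breaks down heme, had 2001 ± 1158 and 706 ± 431 (log2 -1.62, SE 0.66), DNAJB1, a heat shock co-chaperone, 1106 ± 407 and 619 ± 103 (log2 -0.79, SE 0.31), and ATF4, a transcription factor of the stress response, 4063 ± 783 and 2755 ± 570 (log2 -0.56, SE 0.22). The 29 immediate early and heat shock genes had a median of -0.20 (camera adjusted p = 0.105). HILPDA, a lipid droplet protein induced by low oxygen, had 864 ± 116 and 469 ± 135 (log2 -0.92, SE 0.28), and ENO1, a glycolytic enzyme, 11397 ± 1424 and 6985 ± 2088 (log2 -0.75, SE 0.25). The 28 hypoxia genes had a median of -0.01 (camera adjusted p = 0.856). Leaving out 1 array moved some by over 1.5 times: without Chinese Taihu sow 1, HMOX1 had -0.95 and ENO1 -0.47, and without Large White sow 2, DNAJB1 had -0.51. The adjusted p of each single gene was 0.993 (limma).

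The cell type lists without a call were leukocyte markers (33 genes, median -0.23, camera adjusted p = 0.105), MHC class II (9 genes, -0.04, test direction higher, camera adjusted p = 0.856), endothelial cells (20 genes, -0.01, test direction higher, camera adjusted p = 0.548), smooth muscle (15 genes, -0.06, test direction higher, camera adjusted p = 0.856), fibroblasts (20 genes, 0.04, camera adjusted p = 0.705) and surface epithelium (10 genes, 0.67, camera adjusted p = 0.0559). COL6A3, a collagen of the stroma, had 6017 ± 1120 and 3776 ± 886 (log2 -0.69, SE 0.23) and was the 1 fibroblast gene at an unadjusted limma p of at most 0.05.

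On simulated arrays of the same number, with 50 changed probe sets of each size, limma recovered 8%, 82%, 92% and 100% at an adjusted p below 0.05 for log2 changes of 1, 2, 3 and 4, and 36%, 98%, 98% and 100% at the paper's thresholds. These shares describe the simulated arrays and are not the power of the comparison of the real sows. There 4 probe sets passed, while ALDH7A1 (log2 -2.63) and GALP (log2 -3.91) had an adjusted p of 0.117 and 0.538 (limma). Of 18996 unchanged simulated probe sets, 892 (4.70%) had an unadjusted p of at most 0.05, 236 passed the thresholds and 8 had an adjusted p below 0.05. The methods' t-test in the paired 1-sided form called 1890 (9.95%) of the unchanged probe sets at unadjusted p, since either direction was counted, and 135 at the thresholds; the 2-sided unpaired form called 950 (5.00%) and 105.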
